A study of Saccharomyces paradoxus with 4 samples. Its data were reported in "The Role of Nucleosome Positioning in the Evolution of Gene Regulation" (2010).

How the data were processed

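Total RNA from mid-log cultures of Saccharomyces paradoxus strain NRRL Y-17217, a wild relative of baker's yeast, was labelled with Cy3, and genomic DNA of the same strain was labelled with Cy5. Both were hybridised together on each of 4 custom Agilent oligonucleotide arrays. The labels name 4 separate RNA samples of 1 group, so every array was taken as a replicate and no comparison between groups could be made. Genomic DNA served as the common reference, since each gene is present in it at a copy number set by the genome. The dyes were not swapped. A difference between the dyes therefore could not be separated from a difference between RNA and DNA.

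Per the file headers, the scanner software gave each spot a median and a mean pixel intensity, a local background intensity in both channels, flags and a background-corrected, dye-normalised intensity. The software version recorded in the files was earlier than that named in the methods of the study. A log10 ratio of Cy5 over Cy3 is also given per the file headers, and was not used. The authors also deposited 1 table of processed log2 values per gene and array. According to the methods, median intensities were background-subtracted in each channel, the log2 ratio of Cy3 to Cy5 was taken per probe, the median was taken over the probes of a gene, and replicates were combined by quantile normalisation.

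The deposited log2 values were set against the scanner intensities. On arrays 1 to 4, 99.6%, 99.9%, 99.8% and 99.9% of them equalled, within 1e-06, a value computed as log2 of the mean over the unflagged probes of a gene of the ratio of raw Cy3 to raw Cy5 median intensity. The recipe stated in the methods was taken without its quantile normalisation, but with the floor and the removal of flagged spots given below. It matched 0.200%, 0.218%, 0.291% and 0.327% of the values. The deposited values were thus RNA over genomic DNA on a log2 scale, neither background-subtracted nor centred. Their medians were −2.18, −2.39, −2.32 and −2.96 on arrays 1 to 4. The recipe as taken here, with the floor and without flagged spots or quantile normalisation, gave −2.25, −2.47, −2.39 and −3.03. The deposited table numbers its rows without gene identifiers. Each of the 5503 rows was paired with the only gene whose computed values equalled it within 1e-06 on at least 3 of the 4 arrays.

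The array held 11542 spots, of which 11006 were gene probes, 77 negative controls and 459 positive controls. All gene probes were 55 bases long, and each of 5503 genes had 2 probes of different sequence. The main setting took the background subtraction, the ratio, the median over probes and the quantile normalisation from the methods. The floor, the removal of flagged spots and the centring on the median gene are not described there and were added. The local background median was subtracted from the median intensity in each channel. A signal under the lowest background-subtracted signal among gene probes well above background, on the same array and channel, was set to that floor. Control spots and spots flagged as non-uniform or population outliers in either channel were left out. The log2 ratio of Cy3 to Cy5 was taken per probe and the median over the probes of a gene. The arrays were then quantile-normalised and centred on the median gene. A gene entered with values on at least 2 arrays, and 14 genes had values on 3 of the 4. For 1 gene no probe was well above background in genomic DNA on any array, and 5502 genes were tested.

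Genes were tested with limma version 3.58.1 in R 4.3.3. An intercept-only model was fitted to the 4 values of each gene and tested against 0, the median gene, with lmFit and eBayes. A minimum log2 difference of 1 was tested with treat. P-values were two-sided and adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. Further statistics were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. The number of arrays limits the precision of every value. All arrays came from 1 slide and 1 scan session, so slide and scan could not be fitted as batches.

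The limma step was tested on simulated data for 5502 genes on 4 arrays, with 200 genes changed by known amounts. It recovered 99.5% of them and made 15 false calls, 7.01% of all calls. The test against 2-fold recovered 100% of 100 genes with a larger change and made 0 false calls. All planted changes lay well above or well below 2-fold, so this says little about genes near that threshold. All other genes were simulated at the median gene, whereas most genes were called in the data. The share of false calls in the data may therefore differ. The surface fit over array rows and columns was tested on 11006 simulated probes, where a planted trend with an SD of 0.15 log2 was reduced to 0.04. A planted neighbour correlation of 0.400 was recovered as 0.412.

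Before the data were examined, the genes to be named were fixed as the 5 with the highest mean log2 ratio, the 5 with the lowest among genes well above background in RNA on all arrays, the 3 with the largest SD between arrays among genes well above background in both channels on all arrays, ACT1, TDH3, PGK1, GAL1 and ADH2, and the highest member of each of 11 functional gene sets. Genes without a symbol were to be counted, with at most 2 high and 2 low identifiers printed. The files name genes only by identifiers made of numbers. Of 5503 identifiers, 0 were found in a reference table of 5840 genes from the S. paradoxus CBS432 assembly, and no genome sequence was used here. The parts of the rule that need symbols and the Kolmogorov-Smirnov tests of the 11 gene sets were therefore not run.

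Alternatives fixed in advance were normexp background correction with an offset of 50, the processed intensities of the scanner software, raw signals, median centring without quantile normalisation, loess within arrays, the RNA channel alone, a filter on dim genes or probes, no floor, saturated spots left out, flagged spots kept, the deposited values, a background rule of 2 SD of the local background pixels, and each array left out in turn. The normexp setting was run on mean in place of median pixel intensities, so its results mix both changes. After the data were seen, 3 alternatives were added. These were subtraction of the negative-control median in place of the local background, log2 of the mean probe ratio, and removal of a smooth surface over array rows and columns from each channel. The surface was a loess fit with a span of 0.1, alternated over 8 rounds with the gene levels.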

Results

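The data were 4 arrays of 1 group, each setting Cy3-labelled total RNA of mid-log S. paradoxus against Cy5-labelled genomic DNA of the same strain. They were collected to give the absolute expression level of each gene. The ratio of RNA to genomic DNA on the same spot was the measure of that level, and each gene was set against the median gene of its array. Values below are means over the 4 arrays with the SD between arrays (n = 4), unless stated otherwise.

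The median Cy3 (RNA) intensity of gene probes was 1393, 1436, 1388 and 829 scanner units on arrays 1 to 4. The median Cy5 (genomic DNA) intensity was 6798, 8076, 7357 and 6736. The median local background lay between 23 and 31 units in Cy3 and between 49 and 56 in Cy5. The 77 negative control spots had median Cy3 intensities of 70, 159, 87 and 96 units, above the local background on every array. In Cy5 their medians were 70, 91, 73 and 69 units. Outlier flags removed 489, 74, 193 and 197 probes on arrays 1 to 4. No probe was saturated in either channel, so leaving out saturated spots changed nothing.

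**Figure D1:**
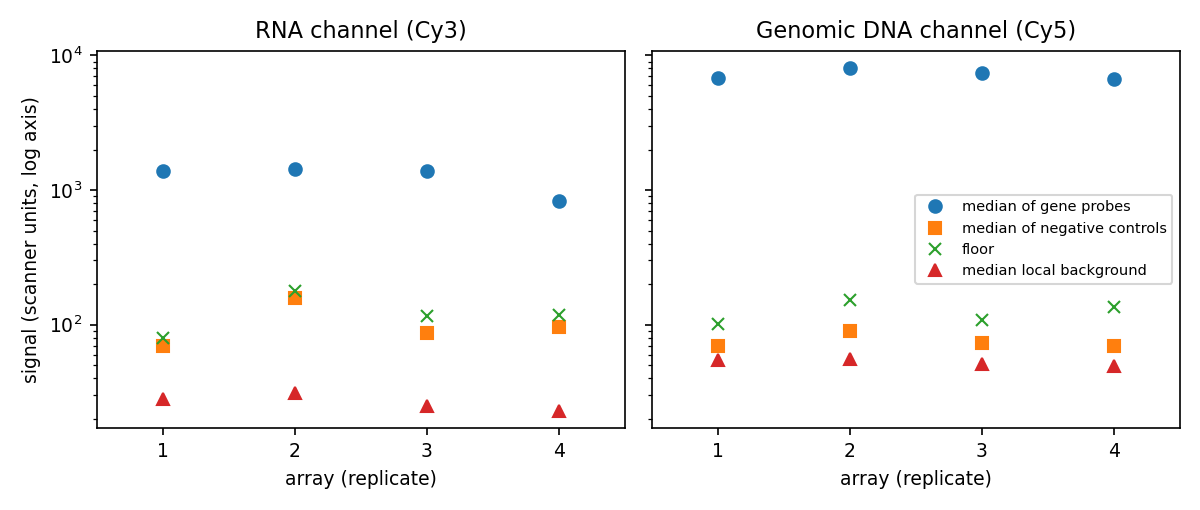
Signal in scanner units (log axis) on each of the 4 arrays, for Cy3 (RNA) on the left and Cy5 (genomic DNA) on the right, with points for the median of gene probes, the median of negative controls, the floor and the median local background. The RNA median of array 4, 829, lies below the 1388 to 1436 of the others, and negative controls lie above the local background.

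The replicates were compared across genes before quantile normalisation. Pearson's r ranged from 0.983, for arrays 1 and 4, to 0.992, for arrays 2 and 3, with a median of 0.989 over the 6 pairs. Spearman's rho ranged from 0.983 to 0.991. Genes are not independent replicates, and no p-value was attached to these correlations. The alternative that moved the median r most was loess within arrays, with 0.973. In the authors' deposited table, r lay between 0.983 and 0.992.

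The central 90% of genes covered 6.33 ± 0.33 log2 units (SD, n = 4), and on arrays 1 to 4 separately 6.71, 6.14, 6.48 and 6.0. After normalisation the mean log2 ratio of single genes reached from −4.64 to 6.73, with the 5th percentile at −2.75 and the 95th at 3.56. In limma, 2496 of 5502 genes (45.4%) lay above the median gene and 2484 (45.1%) below it at an adjusted p under 0.05, and 522 were not called. The median standard error of a gene was 0.07 log2, and the smallest called difference was 0.15. All arrays carried the same probes, so the standard errors and p-values hold differences between arrays but not between probes. The median SD between the probes of a gene was 0.31 log2, above that smallest difference. A call therefore describes a gene's value on its own probes, and small called differences may come from the probes. Loess within arrays moved the counts of genes above and below most, to 2363 above and 2363 below. With most genes called and the median gene at 0, the counts cannot show whether the same genes are called. Of the genes above the median gene with loess, 1723 were above it in the main setting, and 831 genes were called in opposite directions. The central 90% range also depended on the processing, with 3.34 log2 for loess and 4.14 for the processed intensities of the scanner software.

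**Figure D2:**
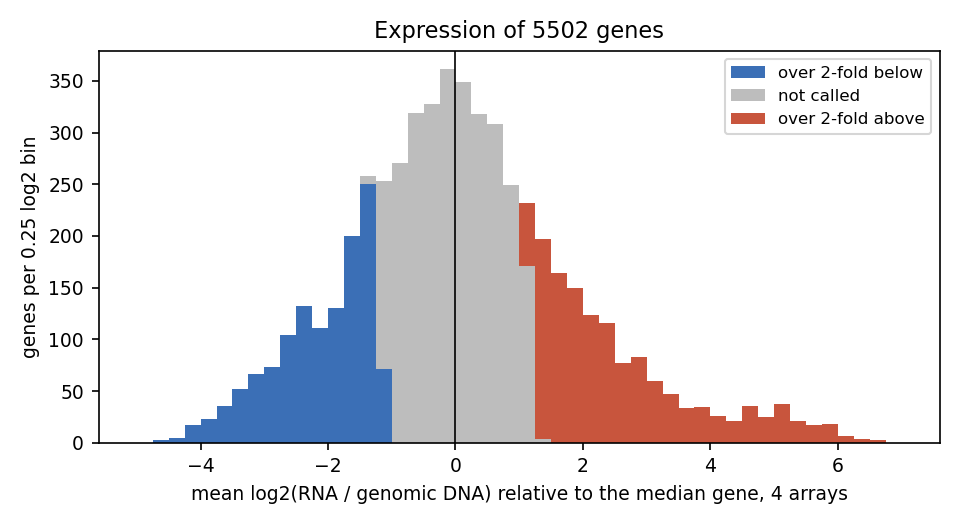
Histogram of the mean log2 ratio of RNA to genomic DNA relative to the median gene over 4 arrays (x axis), as genes per 0.25 log2 bin (y axis), coloured by the limma test against 2-fold. The 1360 genes called over 2-fold above the median gene form a longer tail than the 1274 called below it.

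Because closely matching arrays let very small differences pass, a minimum difference of 2-fold was also tested, again without the error between probes. At this size 1360 genes (24.7%) lay above the median gene, 1274 (23.2%) lay below it, and 2868 were not called. These counts fell far under 2 alternatives, while the other 16 left 1264 to 1407 genes above and 1132 to 1369 below. Loess within arrays left 587 genes above and 640 below, and the processed intensities of the scanner software left 816 and 982. Of the 587, 399 were among the 1360 of the main setting. The deposited values gave 1328 and 1240, of which 1314 and 1231 were the same genes.

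**Figure D3:**
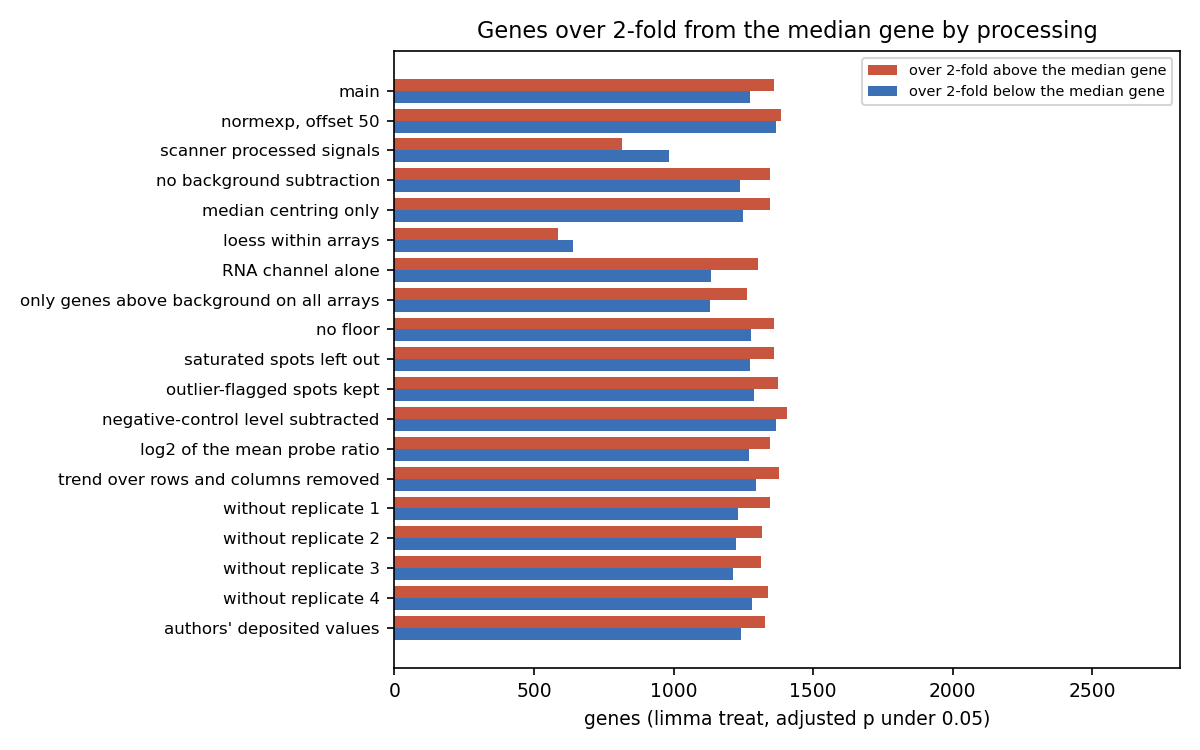
Number of genes called over 2-fold above (red) and below (blue) the median gene by limma's treat, one pair of bars for each processing alternative. Loess within arrays (587 and 640) and the scanner software's processed signals (816 and 982) gave fewer genes than the main setting (1360 and 1274).

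For part of the genes the array gave only an upper bound on expression. The share of genes with no probe well above background in RNA was 2.40%, 3.60%, 2.67% and 3.69% on arrays 1 to 4. On all 4 arrays together 96 genes (1.74%) had none. The alternative rule that moved this most, a signal under 2 SD of the local background pixels, left 0% of genes below background. Of the 96 genes, 92 were called below the median gene and 91 over 2-fold below, where the true level may be lower than the value given. Another 3 were called over 2-fold above the median gene, with means between 2.18 and 2.47, although RNA was not above background on any array. Their genomic DNA had a probe well above background on 4, 2 and 1 of the arrays. All 3 calls stayed without the floor. Since their RNA was not above background, these ratios were not taken as evidence of high expression.

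The error of a gene's value was estimated in 2 ways. Within an array, the median SD between the 2 probes of a gene was 0.31 ± 0.03 log2 (mean and SD over 4 arrays). Between arrays, the median SD of a gene after normalisation was 0.14. The spread of single probes was thus larger than that of gene values between replicates, and it was larger on every array, with 0.34, 0.30, 0.31 and 0.28. The first is for single probes before normalisation and the second for a gene's median over its probes. Their sizes are therefore not directly comparable. As root mean squares, which weight large differences more, the values were 0.53 ± 0.04 between probes and 0.19 between arrays. On average 16.1% ± 2.92 of probe pairs differed over 2-fold on an array. Of the alternatives set for the probe spread, processed signals moved it most, to 0.36, and loess within arrays gave 0.42. The ratio also differed between parts of the array. Between 8 bands of array rows the median log2 ratio of array 1 ranged over 0.68 log2, and on arrays 2 to 4 over 0.38, 0.34 and 0.31. Between 8 bands of columns the ranges were 0.33, 0.55, 0.48 and 0.36. Bands hold different genes, so these ranges mix position with gene content. After a smooth surface was removed, the rows still ranged over 0.23, 0.16, 0.19 and 0.18. The columns still ranged over 0.25, 0.33, 0.31 and 0.26, and column band 3 stayed low, at −0.14 to −0.21. Only the part removed with the surface can be put down to a smooth trend with position.

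**Figure D4:**
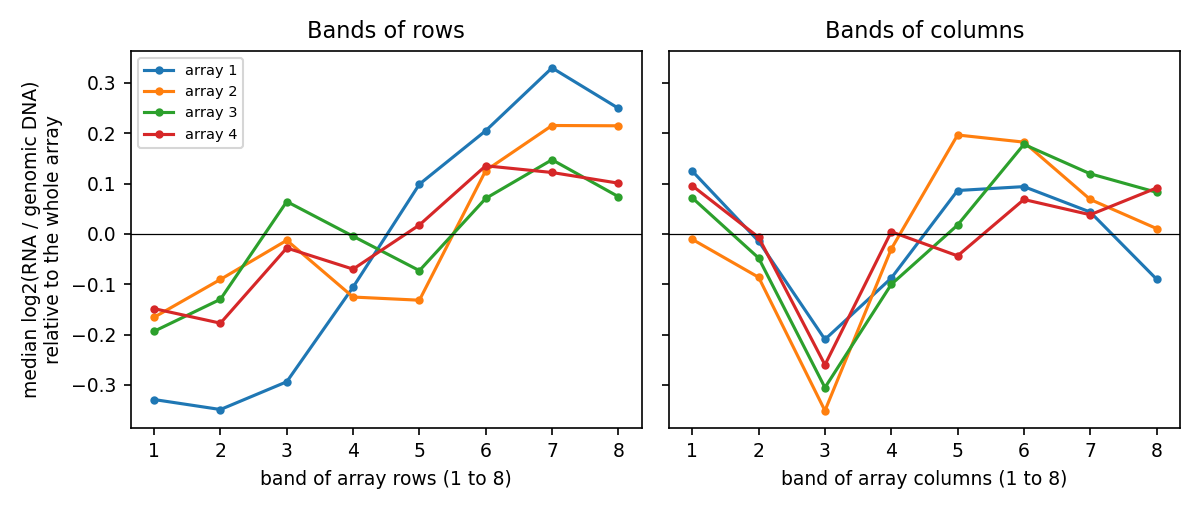
Median log2 ratio of RNA to genomic DNA relative to the whole array (y axis) in 8 bands of array rows (left) and columns (right), with a line for each of the 4 arrays. Array 1 has the widest range over rows, 0.68 log2, and all arrays are low in column band 3.

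Most of the spread in the ratio came from the RNA channel. Over probes, the SD of the log2 signal was 1.98 ± 0.10 in RNA and 0.73 ± 0.02 in genomic DNA (mean and SD over 4 arrays). The ratio had an SD of 1.91 ± 0.08. The channels were weakly correlated across probes, with Pearson's r of 0.272 ± 0.036 and Spearman's rho of 0.207 ± 0.036. With processed signals, which moved these values most, the SDs were 1.65 and 1.28 and r was 0.599.

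The gene with the highest ratio, spar_323-g4.1, had a mean log2 ratio of 6.73 ± 0.12 above the median gene (limma adjusted p 1.79e-12), and it was higher than the median gene on 4 of 4 arrays. Its probes were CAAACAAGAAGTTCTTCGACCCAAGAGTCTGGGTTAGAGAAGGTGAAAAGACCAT and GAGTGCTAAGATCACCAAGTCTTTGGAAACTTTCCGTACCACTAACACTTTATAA, with mean log2 ratios of 6.79 and 6.67. Next came spar_343-g64.1 at 6.69 ± 0.13 (limma adjusted p 1.79e-12). Its probes, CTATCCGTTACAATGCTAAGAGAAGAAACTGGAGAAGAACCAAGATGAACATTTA and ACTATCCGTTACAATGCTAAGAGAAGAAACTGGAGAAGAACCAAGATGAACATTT, gave 6.56 and 6.77. They cover the same stretch shifted by a single base, so their agreement is no separate check. Overlapping pairs were not set apart in the measures over the probes of a gene. The 5 highest genes had means between 6.43 and 6.73. Quantile normalisation sets the values at the ends of the distribution by rank, so the SDs printed for extreme genes depend on it. With median centring alone, the SDs of these 5 genes lay between 0.04 and 0.25, and that of 2 of them was lower than after quantile normalisation. None of the 5 had a genomic DNA signal over 2-fold above the median probe.

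Among genes well above background in RNA on all arrays, the lowest was spar_558-g1.1 with a mean log2 ratio of −4.24 ± 0.47 (limma adjusted p 8.53e-10). Its RNA signal was −1.10 log2 and its genomic DNA signal 3.04 log2 relative to the median probe of the array. Its probes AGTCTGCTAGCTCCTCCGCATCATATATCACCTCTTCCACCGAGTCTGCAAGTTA and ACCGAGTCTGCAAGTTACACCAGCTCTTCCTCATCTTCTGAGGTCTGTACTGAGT differed, at −4.68 and −3.69. The next lowest, spar_539-g1.1, had −4.22 ± 0.31 (limma adjusted p 9.87e-11), with an RNA signal of −2.23 and a genomic DNA signal of 1.90. Its probes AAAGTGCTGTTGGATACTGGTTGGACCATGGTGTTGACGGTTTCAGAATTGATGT and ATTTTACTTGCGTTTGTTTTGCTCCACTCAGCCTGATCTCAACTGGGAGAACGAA gave −4.06 and −4.29. All 5 lowest genes, with means between −4.24 and −4.07, had a genomic DNA signal over 2-fold above the median probe. With median centring alone the SD of spar_558-g1.1 was 0.01, that of spar_539-g1.1 was 0.18, and the 5 lowest genes had SDs between 0.01 and 0.29. Their low ratios therefore came partly from the reference channel. With the RNA channel alone, 0 of these 5 low genes and 0 of the 5 high ones stayed among the 5 lowest or highest.

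The 3 genes with the largest SD between arrays had SDs between 1.13 and 1.26 log2, and all 3 were highest on array 4. Of these, 2 were called different from the median gene and 1 over 2-fold.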

Values the study reported

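The study reported that most biological replicates of its expression arrays correlated at R = 0.99, and that replicates with R below 0.95 were removed. For species other than S. cerevisiae the arrays carried 2 probes per target gene. Expression level alone was reported to explain 1.7% to 13.1% of the variation in occupancy of nucleosome-free regions within each of 12 species, a measurement that was not analysed here.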

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

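Among 22 per-array measures, 2 had an array farther from the others than the 95% critical value of Dixon's test for 4 samples, and chance flags about 1 in 20. Both concerned array 4. The test of a loss common to both channels was chosen after the result was seen. The tests of Cy3 gain and of array position were set before theirs.

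The median RNA signal of array 4 was 829 units, 0.589 times the mean of the other arrays, whose SD was 26.4 units. Its gap to the nearest array was 0.921 of the whole range. A loss on array 4 common to both channels, from washing or focus, would have lowered genomic DNA by a like factor. The genomic DNA median was 0.909 times that of the other arrays and was not set apart, which argues against this explanation. A lower Cy3 gain would have lowered the control spots that do not depend on the sample. The bright corner spots of array 4 were 4.05 times as bright in Cy3 as the mean of the others, and negative controls above local background were 0.983 times theirs. Dark corner spots were at 104 units on array 4 and 66 to 98 on the others, and the remaining positive controls were at 84.3 and 47.8 to 140. Spike-in control probes in Cy3 were 0.83 times those of the others, the lowest of the 4 arrays. No class of control fell by as much as the gene probes. The bright corners varied between 404 and 1629 units on the other arrays, and negative controls between 42 and 125, so the controls were not steady enough to exclude a lower Cy3 gain. The controls leave it open, although all arrays came from 1 slide and 1 scan session. Less labelled RNA in the hybridisation and a lower labelling efficiency also stay open and were not tested. The single group gives no biological explanation to test. Centring on the median gene removes a factor common to all genes, and without array 4 the counts over 2-fold were 1337 above and 1281 below.

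The SD of the genomic DNA signal over probes was 0.71 log2 on array 4 and 0.74 on average on the others, whose SD was only 0.002. The gap was 0.904 of the range. A smaller trend with position on array 4 is a candidate explanation. The bands of columns ranged over 0.38 log2 in genomic DNA on array 4 and over 0.52 to 0.61 on the others. The bands of rows did not show this, with 0.24 on array 4 and 0.18 to 0.35 on the others. After a smooth surface over rows and columns was removed from each channel, the gap of array 4 fell to 0.364 of the range. Array 4 no longer passed the critical value but was still the lowest, with 0.682 against 0.692 to 0.707 on the others. The others had lain between 0.736 and 0.739 before, so the gap fell partly because they moved apart. No biological explanation was tested.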

How the results depend on the processing

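Values were computed under 20 alternatives, of which 16 kept all 4 arrays and 4 left out an array each. The subtraction of the negative-control level, the log2 of the mean probe ratio and the removal of a trend over array rows and columns were chosen after seeing the data. Under the 18 alternatives that gave them, the counts of genes above and below the median gene stayed between 2363 and 2550 and between 2363 and 2540. A called direction was not always kept by gene. Among genes called under both settings, 831 had opposite directions with loess, 357 with processed signals, 229 with the RNA channel alone and 23 with normexp, and 0 under every other alternative that was compared gene by gene. The 4 genes named by identifier kept their direction and an adjusted p under 0.05 in limma in all 18 alternatives that gave them a value, with p from 1.73e-15 to 2.5e-06. The size of their log2 ratios depended on the processing, from 1.26 to 7.37 for spar_323-g4.1, 2.59 to 6.90 for spar_343-g64.1, −5.53 to −1.09 for spar_558-g1.1 and −5.18 to −2.21 for spar_539-g1.1. For both high genes loess gave the lowest value.

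Loess within arrays lowered the genes over 2-fold to 587 above and 640 below, the median r to 0.973, and the central 90% range to 3.34 log2, and raised the probe spread to 0.42. Only 1 of the 10 highest and lowest genes was shared with the main lists. Processed signals gave 816 genes over 2-fold above and 982 below, a median r of 0.986, a probe spread of 0.36, an array spread of 0.11, channel SDs of 1.65 and 1.28, a channel correlation of 0.599, a central 90% range of 4.14 log2 and 1 shared gene of 10. With the RNA channel alone the median r was 0.985, the array spread rose to 0.18, and 0 of the 10 genes were shared. Loess removes any relation between ratio and mean intensity, and with an RNA spread larger than that of genomic DNA the ratio itself rises with intensity, so a fall in large ratios follows from its construction. For the processed signals and the RNA channel alone the cause was not tested.

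Normexp, run on mean intensities, raised the probe spread to 0.36 and the genomic DNA SD to 0.92. Subtracting the negative-control level raised the probe spread to 0.33 and the 90% range to 7.17. Removing the trend over rows and columns lowered the array spread to 0.11 and the genomic DNA SD to 0.69, and 6 of the 10 genes were shared. For these the cause was not tested. Keeping only probes well above background on all arrays lowered the channel SDs to 1.85 and 0.68, as fewer dim probes entered. The rule of 2 SD of local background pixels put 0% of genes below background.

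Leaving out each array in turn gave 2434 to 2486 genes above and 2415 to 2461 below, 1315 to 1346 over 2-fold above and 1213 to 1281 below, a median r of 0.988 to 0.990, an array spread of 0.12 to 0.14 and 1.80% to 2.25% of genes with RNA not above background. The lowest array spread came without array 1. The probe spread was 0.30 to 0.32, and 8 to 10 of the 10 genes were shared. A count was taken as unchanged within 1.5 times the main count, another value when it moved by less than 1 SD between arrays, and a single gene when it kept its direction and its side of the threshold. By these measures 217 values were unchanged, 28 moved and 0 reversed. The unchanged values include counts on both sides of the median gene and directions of genes picked as extreme. Such values could hardly move, so the tally is weak evidence of stability. Loess and the RNA channel alone were not scored for probe spread and array spread.

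Leaving out saturated spots and taking the mean in place of the median over 2 probes changed nothing by construction. A slide block could not be fitted with 1 slide. The gene set tests were, with all their alternatives, not run because the identifiers were not matched to symbols. In the deposited values, 8 of the 10 highest and lowest genes were shared. No paired analysis was possible because there was only 1 group. Signal over background limited the low end, since in Cy3 the negative controls lay between 42 and 125 units above the local background while the median probe lay at 829 to 1436.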

Other observations

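The tests of nonspecific signal, of probe affinity, of differences between spots, of shared sequences by linked genes, of array position as a source of probe disagreement, and of genomic DNA signal in small identifier groups were chosen after the result was seen. The others were set before. No biological explanation was tested for any of these patterns, since the design has 1 group, and correlations are across genes or probes, which are not independent replicates.

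The arrays differed in the central 90% range of their log2 ratios, from 6.0 on array 4 to 6.71 on array 1. Negative controls in Cy3 lay 42, 125, 63.5 and 75.5 units above the local background on arrays 1 to 4, so local subtraction left nonspecific signal on spots without a target. If gene probes carry it too, such a remainder would compress the ratios of dim genes most where it is largest against the RNA signal. Subtracting the negative-control median instead widened the range to 7.17 log2 and lowered its SD between arrays from 0.33 to 0.16. Normexp lowered that SD to 0.14, but it was run on mean intensities, so this fall cannot be credited to the background step alone. From the negative-control subtraction, nonspecific Cy3 signal above the local background is a candidate explanation for the differences in range. The deposited values, which carry no background subtraction, had a range of 6.19.

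The deviations of an array from the mean of all 4 arrays were shared by the 2 probes of a gene. Across 4708 genes the correlation between the probes' deviations was 0.375, 0.235, 0.172 and 0.537 on arrays 1 to 4. The largest correlation in any of 1000 shuffles of the partners was 0.052, which argues against independent noise of single spots as the whole source. After a smooth trend with expression level was removed, the correlation was 0.227, 0.147, 0.092 and 0.415, so level explains part of it. Removing a trend with probe GC left its lowest value at 0.172. Removing a smooth surface over array rows and columns raised all 4 values, to between 0.224 and 0.622, which argues against position. The RNA channel alone gave 0.307, 0.136, 0.131 and 0.425, and genomic DNA at most 0.131. On array 4, 15 genes lay over 2-fold above the mean of the other arrays on both probes and 0 lay below. On array 1 it was 0 above and 15 below. Differences between the RNA samples, in culture, extraction or labelling, stay open as explanations and cannot be separated here.

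The disagreement between the 2 probes of a gene followed position on the array in part. The root mean square SD between probes, averaged over arrays, fell from 0.53 to 0.50 log2 when a smooth surface was removed, and stayed at 0.53 when the same surface was fitted to shuffled positions. It fell on all 4 arrays, most on array 1, from 0.57 to 0.53. The share of pairs differing over 2-fold fell from 16.1% to 13.5%. A difference in GC content between the probes had a correlation of only −0.049 with their difference in ratio, and removing it left 0.53, which argues against GC. Most of the disagreement therefore remained unexplained.

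Division by genomic DNA is meant to cancel probe affinity. In the RNA channel the root mean square SD between probes was 0.57 ± 0.07, against 0.53 ± 0.04 for the ratio, and the ratio was lower on arrays 1 to 3 but not on array 4. After the surface was removed the values were 0.50 ± 0.05 and 0.50 ± 0.03, so division brought no gain in the mean. Spots with an identical sequence, 42 sequences on 90 spots, gave a measure of differences between spots. After the surface was removed they differed with a root mean square SD of 0.22 ± 0.05 in RNA, 0.10 ± 0.02 in genomic DNA and 0.22 ± 0.05 in the ratio. These values are well under those for the 2 probes of a gene, which argues against differences between spots, such as the amount of oligonucleotide, as the whole source. The ratio kept 0.50, far above 0.22, which argues against affinity shared by both channels as the whole source. Shared affinity may still contribute, since the differences between the 2 probes correlated between channels with r of 0.417 averaged over arrays. The spots with identical sequences had more genomic DNA signal than others, and whether they stand for all probes was not tested. Probe GC content correlated with the genomic DNA signal (r = 0.414) and more weakly with RNA (r = 0.157), and the correlation with the ratio was near 0 (r = 0.006).

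Some probe sequences served more than 1 gene. There were 42 such sequences on 90 probes of 62 genes. Since copies of a sequence and genes sharing it are not independent, genes linked by shared sequences were taken as 1 unit, which gave 28 units against 5441 other genes. The genomic DNA signal of the shared sequences was 1.09 log2 higher (permutation p 1e-05, the smallest that 100000 permutations can give), and 23 of 28 units lay above the median of the other genes. A matching sequence present more than 1 time in the genome is consistent with this. For the log2 ratio the difference was 0.11 (permutation p 0.7), and with each sequence as a unit it was −0.66 (permutation p 0.02). The median ratio was lower with either unit, −1.0 for linked genes, where 11 of 28 lay above the median of the other genes, and −1.33 for sequences, where 12 of 42 did. The RNA signal was higher by 1.20 with linked genes as units (permutation p 0.001) and by 0.39 with sequences as units (permutation p 0.2), where the median of the shared sequences, −0.74, lay below that of the others. The mean and the median thus differed for the ratio, and no difference in its mean was established. Genomic DNA was over 2-fold above the median on both probes of 172 genes, against 25.7 if the probes were independent, and 35 of these held a shared sequence. Of the 172 genes, 104 were called below the median gene and 61 above. In 55 the RNA signal was above the median while the ratio was below that of the median gene. For such genes the ratio may describe expression per matching copy in place of expression of the gene, which was not tested with copy numbers.

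The identifiers hold a first number shared by 1 to 88 genes and a running number. What they stand for was not given in the sources used here. The 271 genes whose first number had at most 2 genes had lower ratios than the other 5231, with a difference of −0.90 log2 (permutation p 1e-05, the smallest that 100000 permutations can give), and the difference was between −0.99 and −0.82 on each of the 4 arrays. Higher genomic DNA signal, as repeated sequence would give, was a candidate explanation, and it was higher by 0.49. The RNA signal was also lower, with a difference of −0.41 (permutation p 0.0006), which argues against genomic DNA as the whole source. Among genes with genomic DNA within 0.5 log2 of the median the ratio differed by −0.65 (permutation p 0.00008). Their probe GC content did not differ detectably (permutation p 0.4). The permutations took single genes as units, although genes that share sequence or a first number may not be independent. The p-values of this comparison may therefore be too small. Wrongly predicted genes on short assembled fragments could give low RNA, and this stays untested.

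Genes with consecutive running numbers under the same first number had similar ratios. Across 4952 such pairs r was 0.097 (permutation p 1e-05, the smallest that 100000 permutations can give) and Spearman's rho 0.096, and r lay between 0.095 and 0.099 on each array. At distances of 2, 3, 5 and 10 it was 0.026, 0.012, 0.026 and −0.012. The similarity is small and short in range. It stayed at 0.097 after a trend with probe GC was removed and at 0.098 after the array surface was removed, and it was 0.104 in RNA alone, which argues against GC, position and shared genomic DNA signal as its source. Genomic DNA itself gave 0.070. If consecutive numbers mark neighbours on a chromosome, shared regulation of neighbours or single genes split into several predictions could give this pattern, and neither was tested without coordinates.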
